A study of Homo sapiens with 6 samples.

How the data were processed

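RNA sequencing libraries from 6 cultures of HEK293 cells were analysed. HEK293 is an established human cell line derived from embryonic kidney. Per the labels' protocols, confluent cultures received 100 nM GSK-A1 for 24 h, and the control cultures received the solvent dimethyl sulfoxide (DMSO). GSK-A1 is a small-molecule inhibitor of phosphatidylinositol 4-kinase alpha, the product of the PI4KA gene, which makes phosphatidylinositol 4-phosphate at the plasma membrane. There were 3 libraries per group. Groups and replicate numbers were taken from the sample labels.

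Per the labels' protocols, total RNA was purified from frozen cells, checked on a Bioanalyzer and made into barcoded libraries with a stranded Illumina kit, then sequenced as a pool on a HiSeq instrument. All 6 libraries carried the same lane label, so no sequencing batch differed between them. The deposited table held raw counts per gene, in whole numbers, with 1 column per library and no normalization. It listed 63140 genes by unversioned Ensembl identifier, of which 36428 had a symbol other than the identifier. No line of the table lacked a gene. The labels and the file header did not state the aligner, the counting tool, the genome build, the annotation release, the strand setting or any filter. No genome coordinates are therefore printed, and genes are identified as the deposited table gives them.

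Total counts per library ranged from 33040178 to 47777233. GENCODE release 29, which may differ from the annotation behind the counts, was used for gene properties only. It held 58126 of the identifiers. GC content and length were taken from the longest transcript of each gene and were known for 96.1% of the genes tested and for every tested member of the gene lists. Genes of the mitochondrial genome, 37 in number, were identified from the same annotation.

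Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (a smallest count of 10 and a smallest total of 15), which left 16754 genes. Library factors were computed by the trimmed mean of M values (TMM). Dispersions were estimated robustly and genes were tested with the quasi-likelihood F test, with the legacy option switched off. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. Standard errors are the unshrunken log2 coefficient divided by the square root of its F statistic. Normalised expression is in CPM, counts scaled by the TMM-adjusted library total, given as mean ± SD. The common biological coefficient of variation was 4.06%. Counting intervals cover sampling of reads only, since the libraries carried no molecular identifiers, so errors given here come from replicates.

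The genes named were fixed by a rule written before the data were examined. It took the 6 largest rises and the 6 largest falls among called genes with a symbol, a mean of at least 1 CPM and no overlap between the groups. It then took the 6 smallest p-values in each direction by the same conditions, every member of the PI4KA complex, and up to 3 called members of each other list with the smallest p-values. Genes singled out in addition are stated to have been chosen after their values were seen. The 16 gene lists were also written beforehand, from general knowledge, with at least 5 tested members each. Lists were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 16 lists. Fry, camera with an estimated correlation and camera on ranks were run as alternatives.

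Sample separation was described by principal components of log2 CPM (prior count 2) over the 500 most variable tested genes and by Pearson correlations across genes. Each pair of libraries was also compared by a chi-square test over genes with at least 20 counts in the pair. The mitochondrial share of counts was compared between groups by an exact two-sided permutation test, for which 3 against 3 libraries allow no p below 0.1.

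The alternatives fixed at the same stage were other library factors, other count filters, the replicate number as a block, DESeq2 1.42.0, limma-voom, other edgeR settings, a stricter threshold, a test against a minimum fold change, other gene set tests, other numbers of genes for the components, and, for all results but the components, fits that each left out 1 library. Components without 1 library, a correction for GC content and limma-voom with library weights were added after the data had been seen. The correction fitted each library's loess trend of log2 CPM on GC content (span 0.3) and entered it as an offset.

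The statistical code was tested on simulated counts drawn for the 16754 tested genes from the real means, library sizes and trend of dispersion with expression. Each gene was drawn independently of the others. With 200 genes changed, edgeR recovered 88.0% of those with a log2 fold change of 1 and 67.0% of those with 0.5, and 1.90% of its calls were unchanged genes. The true change lay within 2 standard errors for 96.0% of the 200 genes. With a GC trend put into 1 simulated library, 115 of the 200 changed genes were called without the correction and 160 with it, beside 1 and 8 unchanged genes. The simulated trend was steeper than that of any real library, so these counts do not measure the gain in the real data. In a simulation that shifted a list of 34 genes, the adjusted p of that list was 2.96e-199 with camera, 4.33e-06 with fry and 6.14e-05 with an estimated correlation. Since the simulated genes were independent, this cannot show whether camera's preset correlation suits the real data.

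Every named gene was checked for exons overlapping other genes and for 50-base stretches of its longest transcript found in transcripts of other genes, in GENCODE release 29. Since the strand setting of the counts was not stated, overlaps on the opposite strand are given as a limit where they cover a large part of a gene.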

Results

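The series measured how gene expression in HEK293 cells changed when phosphatidylinositol 4-kinase alpha was inhibited with GSK-A1 for 24 h. It held 3 libraries from cells given DMSO and 3 from cells given 100 nM GSK-A1. The DMSO libraries held 47777233, 45503084 and 33040178 counts in replicates 1 to 3, and the GSK-A1 libraries held 46822186, 34087756 and 36310423. Between 24915 and 26382 genes had at least 1 count in a library. Mean totals were 42106800 for DMSO and 39073455 for GSK-A1, a difference within the spread between replicates (exact two-sided permutation p = 0.9, n = 3 per group, where the smallest possible p is 0.1). The 10 most abundant genes of a library took 8.32% ± 0.18 of the counts with DMSO and 8.08% ± 0.75 with GSK-A1 (SD, n = 3; exact two-sided permutation p = 0.8). TMM factors lay between 0.993 and 1.00, so composition differed little between libraries.

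To see whether libraries of a group lay nearer each other than libraries of different groups, principal components were computed over the 500 most variable genes. Component 1 held 50.2% of the variance and separated the groups, with DMSO libraries at -9.37 to -8.54 and GSK-A1 libraries at 5.24, 16.6 and 5.09 in replicates 1 to 3. The share on component 1 moved most when GSK-A1 replicate 3 was left out, a setting added after the data were seen, to 59.0%. Component 2 held 21.1% and set GSK-A1 replicate 2, at 8.93, apart from GSK-A1 replicates 1 and 3, at -6.28 and -9.78. Pearson correlations of log2 CPM across the 16754 tested genes were 0.997 for the 3 DMSO pairs and for GSK-A1 replicates 1 and 3, and 0.995 and 0.994 for the pairs with GSK-A1 replicate 2. Pairs of different groups gave 0.992 to 0.995, so GSK-A1 replicates 2 and 3 were no closer than some pairs between groups. Each pair of libraries differed by more than the sampling of reads, so none was a repeat count of 1 library. The chi-square statistic per gene was 1.84 to 3.20 for DMSO pairs, 2.90 for GSK-A1 replicates 1 and 3, and 11.05 and 15.59 for the pairs with GSK-A1 replicate 2. That test cannot tell whether cultures were separate, and the 6 libraries were treated as replicates per the labels.

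**Figure D1:**
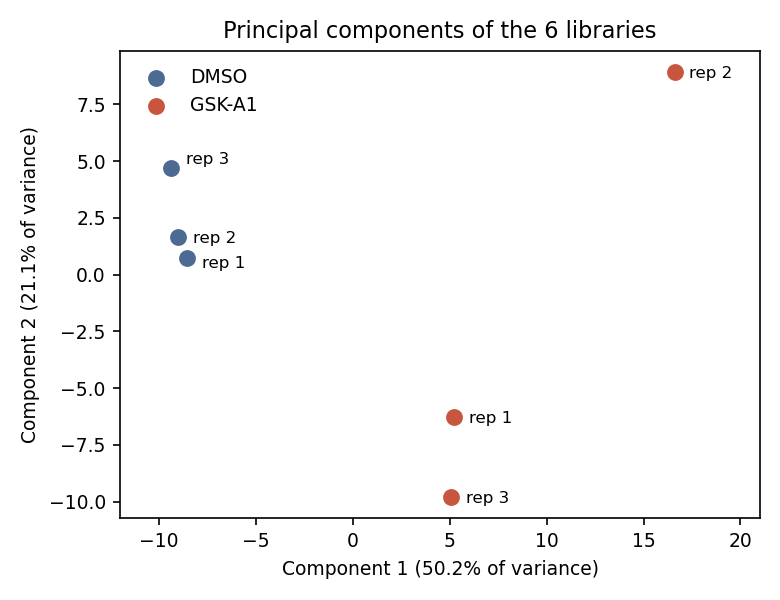
Principal components of log2 CPM over the 500 most variable genes, with component 1 (50.2% of variance) on the horizontal axis and component 2 (21.1%) on the vertical axis. Each point is a library; the DMSO libraries lie together, and GSK-A1 replicate 2 lies apart from the other GSK-A1 libraries.

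The share of counts from mitochondrial genes was compared as a technical measure. It was 5.29% ± 0.15 with DMSO and 4.97% ± 0.84 with GSK-A1 (SD, n = 3), a difference of -0.32 percentage points that lay within the spread between replicates (exact two-sided permutation p = 0.8). GSK-A1 replicate 2 was the lowest library at 4.04%, and without it the difference was 0.14 percentage points in the other direction (exact permutation p = 0.5). Without the 10 most abundant genes the shares were 1.47% ± 0.21 and 1.47% ± 0.23, a difference of -0.00012 percentage points (exact permutation p = 1).

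Because GSK-A1 acts on the PI4KA protein, the mRNA of PI4KA (ENSG00000241973) and of its complex was read in every library. PI4KA stood at 187, 179 and 188 CPM in DMSO replicates 1 to 3 and at 182, 171 and 184 CPM in GSK-A1 replicates 1 to 3. Its log2 fold change was -0.04 ± 0.04 (SE; edgeR adjusted p = 0.456), with a sign that turned to 0.0040 when the GC trend was removed. Up to 16.01% of the 50-base stretches of its longest transcript also occurred in the pseudogene PI4KAP2, so its count could include reads of that copy. Among the other members, EFR3B (ENSG00000084710) rose from 25.8 ± 0.2 to 34.1 ± 2.6 CPM (SD, n = 3), a log2 fold change of 0.40 ± 0.06 (SE, edgeR adjusted p = 1.25e-04). HYCC2 rose by 0.24 ± 0.06 (edgeR adjusted p = 0.00731) and TTC7B by 0.13 ± 0.04 (edgeR adjusted p = 0.0322). The TTC7B call was lost under upper-quartile factors and in the fits that left out any library other than GSK-A1 replicate 2, where the adjusted p was up to 0.126. EFR3A stood at 28.96 ± 1.05 CPM with DMSO and 26.22 ± 1.33 with GSK-A1, a log2 fold change of -0.15 ± 0.05 (edgeR adjusted p = 0.0609) that was called without GSK-A1 replicate 2 (-0.18, edgeR adjusted p = 0.0030), under upper-quartile factors, with the GC trend removed and with library weights. TTC7A (-0.04 ± 0.06), HYCC1 (-0.02 ± 0.05) and TMEM150A (-0.0028 ± 0.10) differed by less than their standard errors, although HYCC1 was called lower with the GC trend removed (-0.10, edgeR adjusted p = 0.0239). The sign for TMEM150A turned under RLE factors (0.0033).

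GSK-A1 was then compared with DMSO over all genes. Of 16754 genes tested, 3835 were called, 2007 higher and 1828 lower with GSK-A1. At an unadjusted p under 0.05 there were 6001. The count moved most at an adjusted p under 0.01, to 1871. Leaving out DMSO replicate 1, 2 or 3 gave 2163, 2217 and 2215 genes, and leaving out GSK-A1 replicate 2 gave 4881. Under upper-quartile factors 33.3% of the calls were higher, against 52.3% under TMM. In 40.5% of the tested genes all 3 GSK-A1 libraries lay on the same side of all 3 DMSO libraries, against 10% by chance. The share was 99.0% among called genes, which follows largely from calling them on the same libraries. Most changes were small. The median size of the log2 fold change among called genes was 0.24, and 97.0% of the calls were under 1 in size. The remaining 116 genes comprised 62 higher and 54 lower.

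**Figure D2:**
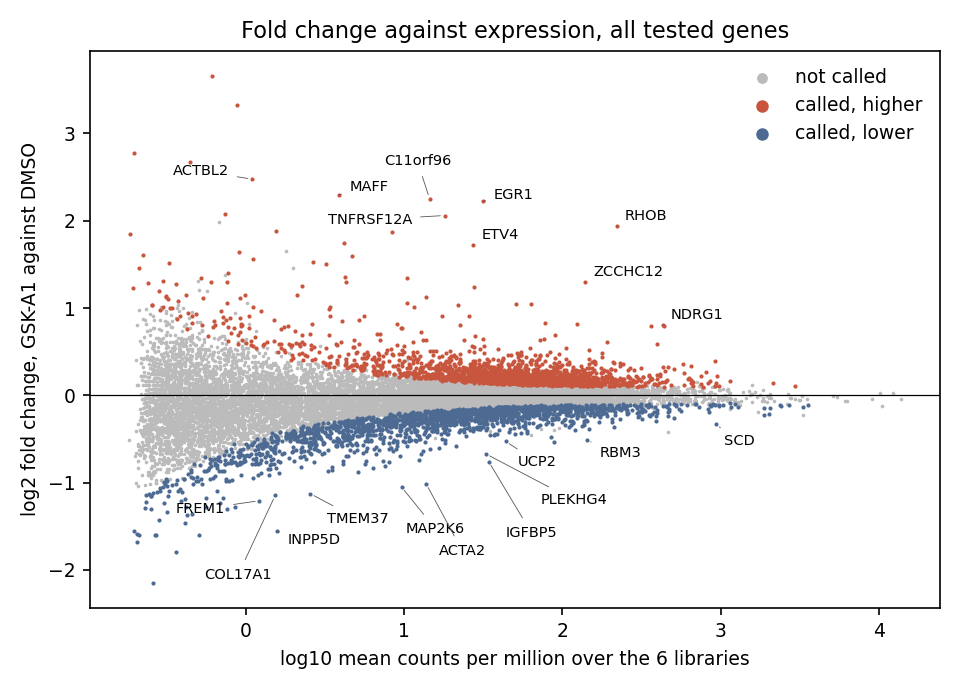
Log2 fold change of GSK-A1 against DMSO (vertical axis) against log10 mean CPM over the 6 libraries (horizontal axis) for the 16754 tested genes. Colours mark the 2007 genes called higher and the 1828 called lower, and the labelled genes are those with the largest changes or smallest p-values by the naming rule, from ACTBL2 at 2.48 to INPP5D at -1.56.

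The largest rises by the naming rule were in ACTBL2 (ENSG00000169067), MAFF (ENSG00000185022), C11orf96 (ENSG00000187479), EGR1 (ENSG00000120738), TNFRSF12A (ENSG00000006327) and RHOB (ENSG00000143878). ACTBL2, an actin paralog at a low level, went from 0.32 ± 0.10 to 1.87 ± 0.22 CPM (log2 fold change 2.48 ± 0.22, SE). No 50-base stretch of its longest transcript occurred in another gene's transcripts. MAFF went from 1.32 ± 0.21 to 6.46 ± 0.56 CPM (2.30 ± 0.13). C11orf96 went from 4.97 ± 0.57 to 24.0 ± 2.6 CPM (2.25 ± 0.09), with 41.9% of its exonic length shared with an overlapping gene on the same strand and 30.1% with a gene on the opposite strand, so its reads could be split. Of its 50-base stretches, 40.3% occurred in the first of these genes. EGR1 rose from 11.2 ± 1.0 to 52.1 ± 2.9 CPM (2.22 ± 0.06), TNFRSF12A from 6.99 ± 0.28 to 29.02 ± 1.01 CPM (2.06 ± 0.06) and RHOB from 90.9 ± 3.6 to 348 ± 17 CPM (1.94 ± 0.04). All SDs are over n = 3 libraries, and the edgeR adjusted p was at most 1.43e-06 in these 6 genes.

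The largest falls were smaller in size. INPP5D (ENSG00000168918) went from 2.38 ± 0.34 to 0.78 ± 0.10 CPM (log2 fold change -1.56 ± 0.18; edgeR adjusted p = 1.83e-05). FREM1, COL17A1 and TMEM37 changed by -1.21 ± 0.20, -1.15 ± 0.18 and -1.13 ± 0.12. MAP2K6 (ENSG00000108984) went from 13.0 ± 1.1 to 6.26 ± 0.64 CPM (-1.05 ± 0.09; edgeR adjusted p = 7.14e-07). ACTA2 (ENSG00000107796) went from 18.5 ± 3.2 to 9.11 ± 0.58 CPM (-1.01 ± 0.12; edgeR adjusted p = 4.43e-04). Exons of FAS on the opposite strand covered 12.8% of its exonic length and those of ACTA2-AS1 17.3%.

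Ranked by p-value, the rises were led by RHOB (edgeR adjusted p = 2.07e-14), ZCCHC12 and EGR1 (both 4.77e-13), TNFRSF12A (7.99e-13), ETV4 (9.62e-12) and NDRG1 (5.78e-11). ZCCHC12 (ENSG00000174460) went from 80.8 ± 1.1 to 198 ± 4 CPM (log2 fold change 1.30 ± 0.04), ETV4 (ENSG00000175832) from 12.7 ± 1.1 to 41.8 ± 1.3 CPM (1.72 ± 0.06) and NDRG1 (ENSG00000104419) from 313 ± 6 to 547 ± 8 CPM (0.81 ± 0.03). The falls were led by RBM3 (ENSG00000102317), which went from 167 ± 3 to 117 ± 4 CPM (-0.51 ± 0.04; edgeR adjusted p = 1.37e-07). MAP2K6 followed, then PLEKHG4 (-0.67 ± 0.06), SCD (-0.33 ± 0.03), UCP2 (-0.53 ± 0.05) and IGFBP5 (-0.76 ± 0.07), with edgeR adjusted p-values of 1.17e-06, 1.78e-06, 2.20e-06 and 2.57e-06. SCD, which encodes stearoyl-CoA desaturase, was the most abundant of these at 1038 ± 13 CPM with DMSO and 824 ± 15 with GSK-A1.

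**Figure D3:**
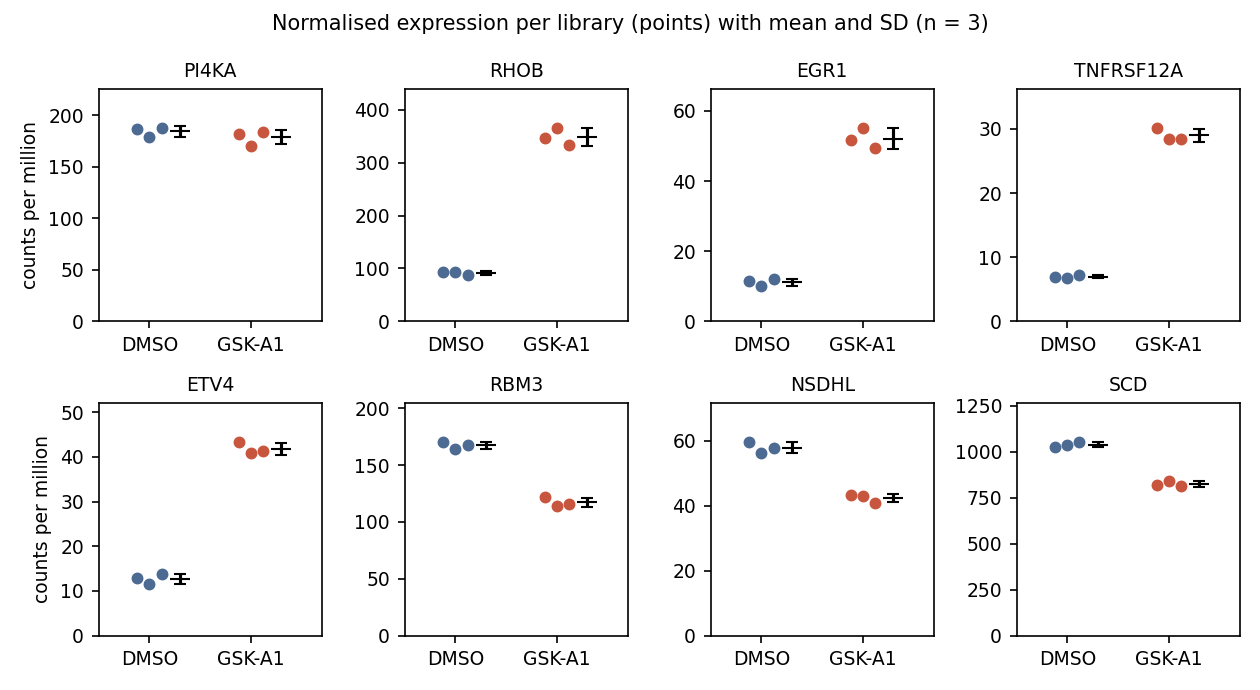
Normalised expression in CPM (vertical axes, from 0) of 8 named genes in each DMSO and GSK-A1 library, as points, with the mean and SD over n = 3 libraries beside them. PI4KA overlapped between groups, while RHOB, EGR1, TNFRSF12A and ETV4 were higher and RBM3, NSDHL and SCD lower in all 3 GSK-A1 libraries.

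Whether programmes linked to the inhibited enzyme, to lipid metabolism, to stress or to growth moved as sets was asked with 16 gene lists, of which 7 passed the threshold with camera. The list of immediate early genes and feedback genes of the ERK pathway was higher. All 30 members had a positive log2 fold change, with a median of 0.44 (camera adjusted p = 1.60e-57). Of these, 25 were called over all genes tested and 26 when adjusted over the list alone. EGR1 and ETV4 were joined by FOS (ENSG00000170345), which went from 3.62 ± 0.26 to 13.1 ± 0.3 CPM (log2 fold change 1.87 ± 0.08; edgeR adjusted p = 1.65e-10). The setting that moved the median of this list most was a restriction to members with a mean of at least 5 CPM, to 0.37.

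The list of cholesterol synthesis and uptake was lower, with a median log2 fold change of -0.19 over 24 members (camera adjusted p = 1.07e-08). It had 20 members lower, 15 of them called over all genes tested, and 16 members called when adjusted over the list alone. NSDHL (ENSG00000147383) went from 57.8 ± 1.7 to 42.4 ± 1.3 CPM (-0.45 ± 0.04; edgeR adjusted p = 4.75e-06), LSS from 136 ± 6 to 103 ± 7 CPM (-0.40 ± 0.05) and TM7SF2 from 16.3 ± 0.4 to 11.7 ± 1.3 CPM (-0.47 ± 0.07). The fatty acid synthesis list was lower by a median of -0.06 over 16 members (camera adjusted p = 0.0470), with 6 called over all genes and 7 when adjusted over the list alone. It passed the threshold narrowly and did not pass under RLE factors (median -0.05, camera adjusted p = 0.0583). It also failed to pass without DMSO replicate 3 (0.125), GSK-A1 replicate 1 (0.0706) or GSK-A1 replicate 3 (0.119), and its adjusted p ranged from 0.00503 to 0.302 over the alternatives. Besides SCD, its named members were FASN, at 2025 ± 19 and 1731 ± 60 CPM (-0.23 ± 0.03; edgeR adjusted p = 1.03e-04), and SREBF1 (-0.40 ± 0.07; edgeR adjusted p = 8.63e-04).

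The other lists past the threshold were higher by small medians. ATF4 targets had a median of 0.08 over 34 members (camera adjusted p = 0.00323), with 13 called higher and 6 lower, 19 over all genes and 23 adjusted over the list alone. ATF3 rose by 0.82 ± 0.04 and CEBPG by 0.44 ± 0.04, while DDIT4 changed by -0.38 ± 0.04. DDIT4 shared 41.2% of its exonic length with an antisense gene. Hypoxia and glycolysis genes had a median of 0.08 over 27 members (0.00680), with 9 called over all genes and 13 adjusted over the list alone. The 9 became 5 without DMSO replicate 1 and 15 without GSK-A1 replicate 2. In these fits the median was 0.049 and 0.086, and under upper-quartile factors it was 0.038. Beside NDRG1, P4HA2 rose by 0.44 ± 0.05 and HK2 by 0.29 ± 0.05. YAP and TAZ targets had a median of 0.06 over 20 members (0.0129), with 7 called over all genes and 8 adjusted over the list alone. ANKRD1 rose from 0.63 ± 0.30 to 2.45 ± 0.36 CPM (1.88 ± 0.23), CCN1 by 0.64 ± 0.06 and GADD45A by 0.43 ± 0.06. Genes of lipid transfer and phospholipid synthesis at membrane contacts had a median of 0.05 over 50 members (0.0465), with 16 called over all genes and 22 adjusted over the list alone. The 16 became 9 without DMSO replicate 1 or 2 and 10 without DMSO replicate 3. Of its named members, ANO6 rose by 0.29 ± 0.04 and DGKE by 0.26 ± 0.04, and PCYT2 changed by -0.38 ± 0.06. NPB on the opposite strand covered 28.1% of the exonic length of PCYT2. This list did not pass under upper-quartile factors (median 0.01, camera adjusted p = 0.122) or with library totals only (median 0.04, 0.0520), nor without DMSO replicate 2 (0.0733), DMSO replicate 3 (0.0572) or GSK-A1 replicate 1 (0.0540). Its adjusted p ranged from 0.00107 to 0.235 over the alternatives.

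With the inter-gene correlation estimated from the data, only the immediate early list (camera adjusted p = 0.00272) and the cholesterol list (0.0203) of these 7 passed. Under fry all 7 passed, and the PI4KA complex (tested as higher, with 3 members called higher and 0 lower though its median was -0.01; fry adjusted p = 0.00693) and the lysosome and autophagy list (median 0.04, fry adjusted p = 0.0239) did as well.

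The remaining 9 lists did not pass the threshold with camera. The PI4KA complex had a median of -0.01 and a camera adjusted p of 0.345, with 3 members called over all genes and 4 when adjusted over the list alone. Its median was above 0 without DMSO replicate 1 (0.01), GSK-A1 replicate 2 (0.04) or GSK-A1 replicate 3 (0.0025). Other phosphoinositide kinases, phosphatases and phospholipases had a median of 0.02 over 46 members (0.929) that turned to -0.02 under upper-quartile factors, with 9 called over all genes and 7 adjusted over the list alone. The 9 became 4, 5 and 5 without DMSO replicates 1, 2 and 3. With 1 library left out the median ranged from 0.0034 (without GSK-A1 replicate 2) to 0.046 (without GSK-A1 replicate 3). Within that list PIK3R3 (-0.39 ± 0.05) and PIK3C2B (-0.41 ± 0.06) were lower and PIK3CA (0.32 ± 0.06) was higher. The list as written beforehand held other INPP5 genes but not INPP5D, which changed by -1.56 ± 0.18 at a mean of 1.58 CPM. An overlapping gene on the same strand covered 17.4% of the exonic length of PIK3R3, and KCNMB3 on the opposite strand 35.8% of that of PIK3CA. FOXO targets had a median of -0.01 (0.345), with 9 called over all genes and 9 adjusted over the list alone, GABARAPL1 rising by 0.55 ± 0.04. Their 9 calls became 5 without DMSO replicate 1. Their median was 0.0086 without GSK-A1 replicate 1 and 0.0097 without GSK-A1 replicate 3. The lysosome and autophagy list, with 33 members, had a camera adjusted p of 0.161 and 12 called over all genes against 13 adjusted over the list alone, GLA rising by 0.28 ± 0.04. Its 12 calls became 6 without DMSO replicate 1 and 7 without DMSO replicate 3. Its median of 0.04 turned to -0.0029 under upper-quartile factors and fell to 0.0056 without GSK-A1 replicate 2. LXR targets had a median of 0.06 over 10 members (0.925), with 3 called by either adjustment, and 1 called without DMSO replicate 1 or 3. With 1 library left out their median ranged from 0.021 (without GSK-A1 replicate 3) to 0.111 (without GSK-A1 replicate 2). Chaperones and degradation genes of the endoplasmic reticulum had a median of 0.05 over 25 members (0.852), with 11 called over all genes and 13 adjusted over the list alone. The 11 became 5, 6 and 7 without DMSO replicates 1, 2 and 3. The median was 0.021 without GSK-A1 replicate 2, 0.076 without GSK-A1 replicate 3 and 0.0058 with the GC trend removed. DERL3 in this list changed by -0.64 ± 0.07, but SMARCB1 on the opposite strand, at 113 CPM, covered 77.0% of its exonic length, so its value is uncertain if the counting ignored strand.

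DNA replication genes had a median of 0.0075 over 34 members (camera adjusted p = 0.797), a sign that turned under upper-quartile factors (-0.03), with library totals only (-0.00057) and without GSK-A1 replicate 1 (-0.00066). There were 8 called over all genes and 9 adjusted over the list alone, among them MCM2 (-0.19 ± 0.03) and MCM5 (-0.24 ± 0.04). Without GSK-A1 replicate 2 the 8 became 14. An untested gene on the opposite strand covered 22.7% of the exonic length of MCM2. Mitosis genes had a median of 0.05 over 33 members (0.0945), with 9 called by either adjustment and ANLN rising by 0.26 ± 0.04. This list passed without GSK-A1 replicate 3 (median 0.06, camera adjusted p = 0.0314). Its calls became 3 without DMSO replicate 1 and 4 without DMSO replicate 3, and its median 0.02 without GSK-A1 replicate 2 and 0.0057 under upper-quartile factors. Mitochondrially encoded proteins had a median of -0.06 over 13 members (0.654), 0 of them called over all genes and 0 adjusted over the list alone, and 0 had an unadjusted p under 0.05. GSK-A1 replicate 2 set its direction and its calls, since without that library the median was 0.09 and 4 of the 13 members were called higher.

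**Figure D4:**
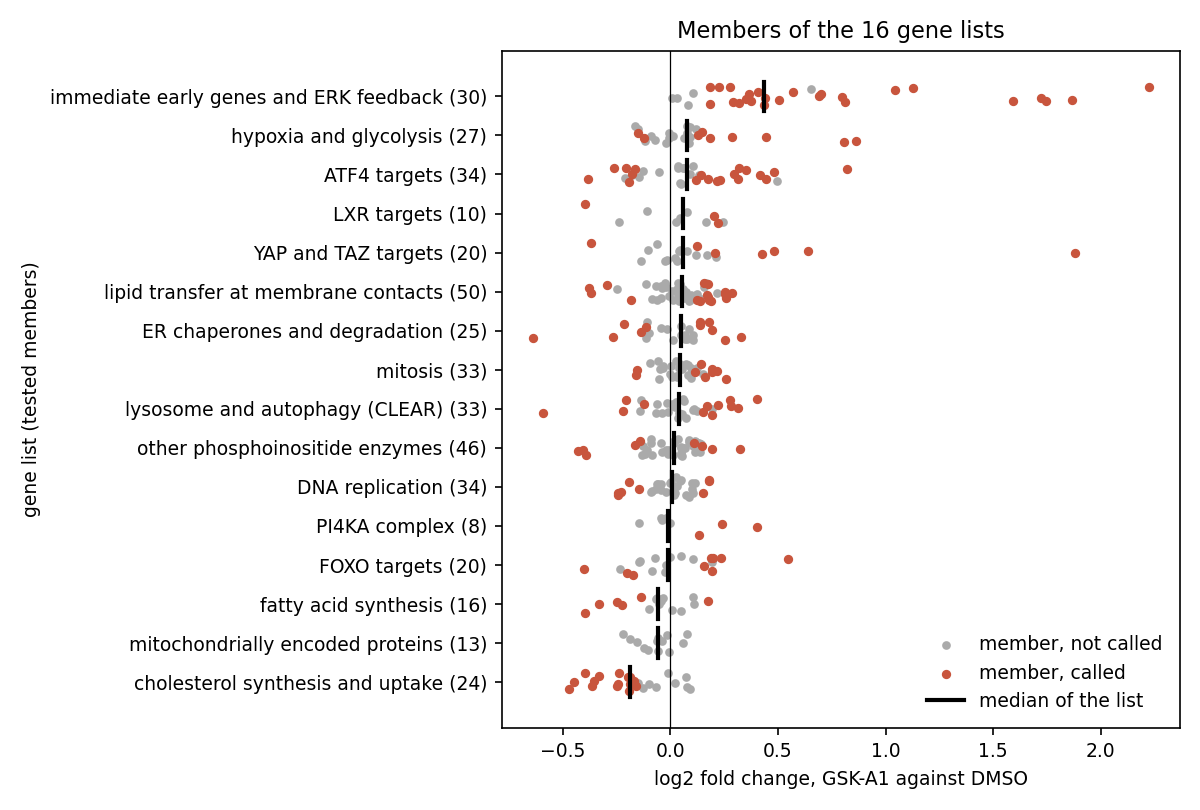
Log2 fold change of GSK-A1 against DMSO (horizontal axis) for each tested member of the 16 gene lists (vertical axis, with the number of members), where a point is a gene and a bar the median of its list. The immediate early list lies to the right with a median of 0.44 and the cholesterol list to the left with a median of -0.19; medians of the other lists lie between -0.06 and 0.08, and the signs of the DNA replication, lysosome and phosphoinositide enzyme medians turned under upper-quartile factors.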

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

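The GC correction, the library weights and the components without 1 library were chosen after the data were seen, and every other alternative was fixed in advance. In all, 28 settings were tried, counting those for gene sets, components and single libraries left out. Across 18 alternatives the 57 named genes outside the PI4KA complex kept their direction, and 55 of them were called in every one that gave a value; DESeq2 gave none for ACTBL2. The others lost 12 calls in all. No gene called at the start was called in the opposite direction in the 18 other fits across all genes. The immediate early list (adjusted p from 3.67e-104 to 0.00272) and the cholesterol list (9.80e-13 to 0.0203) passed in all 17 alternatives run for lists.

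Upper-quartile factors called 4027 genes, of which 1339 were higher, 33.3% against 52.3% under TMM, and 82.6% of the TMM calls stayed called. They moved the median of all genes to -0.05 and the median of the other phosphoinositide enzymes to -0.024, of membrane contacts to 0.012, of the lysosome and autophagy list to -0.0029 and of DNA replication to -0.033. With library totals only, membrane contacts stood at 0.045 and DNA replication at -0.00057. Under RLE factors fatty acid synthesis stood at -0.049 and TMEM150A at 0.0033. These changes came from the common scaling: the median of all genes moved by -0.040, -0.0081 and 0.0064 under upper-quartile factors, library totals and RLE factors, and the values above moved by between -0.041 and -0.040, by -0.0081, and by between 0.0061 and 0.0066.

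Without a count filter, 208 genes were called with a log2 fold change of at least 1 in size, since more genes of low count were tested, and TMEM150A stood at 0.0056, LXR targets at -0.033, FOXO targets at 0.0057, the lysosome and autophagy list at 0.046 and mitosis at 0.055 (both past the threshold). DESeq2 called 32 genes of that size, and the cause was not tested. It gave 0.0034 for TMEM150A, near the 0.0033 that edgeR gave under RLE factors, which are DESeq2's median ratio. Stricter tests left fewer genes by construction, 1871 at an adjusted p under 0.01 and 52 when tested against a log2 fold change of 0.5. The 52 were counted without the cutoff of 1, so they do not compare with the 208 and 32. The replicate block gave 4127 genes; pairing was weak, with correlations of the deviations between 0.01 and 0.03 across genes.

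With the GC trend removed, 4238 genes were called. PI4KA stood at 0.0040, TTC7A at 0.022, TMEM150A at 0.065, the PI4KA complex at 0.043, the other phosphoinositide enzymes at -0.00060 and the lysosome and autophagy list at 0.045, now past the threshold (adjusted p = 0.0477, range 0.0178 to 0.449). Library weights, 0.271 for GSK-A1 replicate 2, called 5667 genes, more than any other setting, 2841 higher and 2826 lower, and gave 0.099 for TMEM150A. The cause was not tested.

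An estimated correlation took membrane contacts (0.053), fatty acid synthesis (-0.056), ATF4 targets (0.077), YAP and TAZ targets (0.060) and hypoxia and glycolysis (0.078) out of the calls, with adjusted p-values from 0.235 to 0.302. Ranks lost fatty acid synthesis (-0.056), ATF4 targets (0.077), YAP and TAZ targets (0.060) and hypoxia and glycolysis (0.078). Fry added the PI4KA complex (-0.012) and the lysosome and autophagy list (0.038). Members with at least 5 CPM lost fatty acid synthesis (-0.056) and YAP and TAZ targets (0.042). Fatty acid synthesis kept its 16 members and its p before adjustment (0.0206), so the loss came from the adjustment over the other lists. YAP and TAZ targets fell from 20 members to 16. For the other set tests the cause was not tested.

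Component 1 held 45.4% of the variance over 2000 genes, 45.8% over all tested genes and 51.7% to 59.0% in the 6 fits that each left out 1 library. Across those fits, called genes ranged from 2163 (without DMSO replicate 1) to 4881 (without GSK-A1 replicate 2). Higher genes ranged from 1136 to 2610 and lower genes from 999 to 2271. Fewer libraries per group could account for losses, not for the gain. The number of libraries was not the whole cause, since 2741 genes were called without GSK-A1 replicate 1 and 3802 without GSK-A1 replicate 3. The log2 fold change ranged from -0.067 to 0.0022 for TTC7A, from -0.067 to 0.0080 for HYCC1 and from -0.090 to 0.080 for TMEM150A. Medians ranged from -0.022 to 0.041 for the PI4KA complex, 0.046 to 0.075 for membrane contacts, -0.074 to -0.026 for fatty acid synthesis, -0.040 to 0.0097 for FOXO targets, -0.00066 to 0.012 for DNA replication and 0.019 to 0.062 for mitosis (past the threshold without GSK-A1 replicate 3). They ranged from -0.157 to 0.092 for mitochondrially encoded proteins, and the difference in mitochondrial share was -0.00012 percentage points without the 10 most abundant genes and ranged from -0.675 to 0.144 percentage points, each above 0 without GSK-A1 replicate 2 only. Over all alternatives, 13 values of genes of the PI4KA complex were reversed, 6 calls of such genes were lost and 5 were gained.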

Other observations

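The tests of GC content for GSK-A1 replicate 2 and for the cholesterol list, and those of handling, MRTF, nuclear RNA and reads shared by actins, were chosen only after the result was seen. The genes CIRBP, ACTB, ACTG1 and TAGLN2 lay outside the naming rule and were chosen after their values were seen.

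The 6 libraries can be split into groups of 3 in 10 ways, and 1 of the 10 splits, the real one, gave as many called genes as the comparison of GSK-A1 with DMSO. The other 9 splits gave 0 called genes, with 143 to 467 genes at an unadjusted p under 0.05, against 6001 in the real split. The other splits mix DMSO and GSK-A1 libraries in each group, so any real difference widens their spread and lowers their counts beforehand. With 10 splits the share also cannot fall below 0.1, so the count of splits decides nothing by itself. In counts simulated with no gene changed and with genes independent, edgeR called 0 genes, with 823 at an unadjusted p under 0.05.

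GSK-A1 replicate 2 lay apart from GSK-A1 replicates 1 and 3. Across 13432 genes, its deviation from the other libraries of its group correlated with GC content (Pearson r = -0.46, Spearman rho = -0.57; genes are not independent replicates). The 10% of genes lowest in GC content deviated by 0.13 (log2) and the 10% highest by -0.14. A GC trend explained 22.2% of the variance of its deviations, against at most 13.1% in another library, GSK-A1 replicate 3, whose reference includes replicate 2. Removing the trend left the library at 16.2 on component 1, with the other GSK-A1 libraries at 5.42 and 5.56, which argues against GC content as the whole cause. Whether this library responded more or less strongly to GSK-A1 stays open. Its deviation correlated at -0.077 across 4881 genes with the response of a library not shared with it, and at -0.04 for the other pairing. Those genes were called from GSK-A1 replicates 1 and 3, a choice that itself favours a correlation below 0. The immediate early list went the other way, with a median deviation of 0.047 beside a median response of 0.43 in the other libraries. Less nuclear RNA stays open. The median deviation of 11 nuclear long noncoding RNAs was -0.081, with 8 below 0, against 0.13 in GSK-A1 replicate 3, whose reference includes replicate 2. DMSO replicates 1 to 3 stood at -0.058, 0.025 and 0.019, with 8, 3 and 4 below 0, and GSK-A1 replicate 1 at -0.012. With the GC trend removed the medians were -0.159 in GSK-A1 replicate 2, with 9 below 0, and 0.106 in GSK-A1 replicate 3. Replicate 2 thus lay below replicate 3 either way, and which of them lay further from 0 depended on the correction. A difference in RNA preparation of this 1 culture may therefore remain, and no biological explanation other than the size of the response was tested.

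The share of mitochondrial counts was lowest in GSK-A1 replicate 2. Its mitochondrial genes deviated by a median of -0.42 (quartiles -0.49 and -0.31), 27 of 30 below 0, while the GC trend of the library's nuclear genes would give 0.05. The GC trend is thus argued against, and the source of this difference in 1 library stays open.

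Most called genes changed little, and GC content differed between the directions, with medians of 43.2% in genes called higher, 54.2% in genes called lower and 48.5% in genes not called. The log2 fold change correlated with GC content across genes at r = -0.24, at -0.11 without GSK-A1 replicate 2 and at 0.03 with the trend removed. Of the 3835 calls, 83.0% stayed called with the trend removed, which argues against GC content as the cause of the calls as a set. The 651 calls lost and the 1054 gained with the correction may still depend on it.

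The cholesterol list was lower, and its members' fold changes correlated with GC content (r = -0.57 across 24 genes). Removing the trend left the median at -0.20 (adjusted p = 1.05e-10, range over alternatives 9.80e-13 to 0.0203), which argues against GC content as the cause. The 20 synthesis enzymes of the list had a median of -0.19, with 15 called lower, and of -0.21, with 16 called lower, with the trend removed. An effect of GSK-A1 on the synthesis genes may remain as a hypothesis, and sterol levels were not measured in these libraries.

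The immediate early list was higher, and with the GC trend removed its median was 0.49 (adjusted p = 5.01e-57, range over alternatives 3.67e-104 to 0.00272), which argues against GC content. Brief handling at harvest would raise the earliest genes and not the delayed feedback genes of the ERK pathway. The 12 delayed genes had a median of 0.36, with 10 called, which argues against handling for those genes. They belong to a list already seen to be higher in every member, so their rise is no separate evidence for another explanation. For the 12 early members, with a median of 0.58, handling cannot be told apart from a lasting change, since both would raise them. Activation of SRF through actin and MRTF cannot be told apart from other routes, since the MRTF list of 20 genes had a median of 0.037 with 12 members higher and 8 lower (camera adjusted p = 0.254, fry 0.0205, camera with the GC trend removed 0.0218). TAGLN2 rose by 0.33 while ACTA2 changed by -1.01. A candidate explanation for the delayed genes is sustained ERK signalling after 24 h of GSK-A1, a hypothesis from the same data. Whether PI4KA inhibition or another target of GSK-A1 gives it was not tested, since the series holds 1 inhibitor at 1 dose.

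RBM3, a cold-induced gene, was lower with GSK-A1. CIRBP, another cold-induced gene, was lower as well, at -0.24 ± 0.05 (edgeR adjusted p = 0.00194), and at -0.18 with the GC trend removed. The 13 heat shock genes had a median of 0.05 (camera adjusted p = 0.254), 10 higher and 3 lower. A small difference in temperature between the dishes of the groups could give this and stays open, as does an effect of the inhibitor on these genes.

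ACTBL2 rose most among the named genes. Reads shared with abundant actins are argued against by ACTB, at -0.14, and ACTG1, at -0.04, neither of which rose, and by the absence of shared 50-base stretches. An effect of GSK-A1 on ACTBL2 may remain as a hypothesis, at a low level of expression.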
